A study of Mus musculus with 6 samples.

How the data were processed

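The data were 6 RNA-seq libraries of mouse bone marrow cells positive for Kit, 3 from cells carrying wild type MLLT3 (WT) and 3 from cells carrying MLLT3 with the substitutions K63E and K67E (DM). Per the labels' protocols, the transduced cells were sorted and cultured for 8 days in methylcellulose with Flt3L at 10 ng/mL, each other cytokine at 20 ng/mL and 4-hydroxytamoxifen at 200 nM, RNA was extracted with the AllPrep kit, and libraries of total RNA were prepared with depletion of abundant transcripts. The deposited table held regularized log (rlog) values on the log2 scale, which are normalized for library size and shrunken toward each gene's mean. That the authors used this transform was read from the name of the table and from the values, which ran from -1.97 to 21.88 and were not whole. The aligner, the counting tool, the use of strand, the genome build and the annotation are not stated. Median SD within groups was 0.015 for the 24018 genes with a mean from 0 to 3, 0.062 from 3 to 6, 0.091 from 6 to 9, 0.085 from 9 to 12 and 0.091 from 12 upward, which shows the shrinkage of low values. Depth is unknown, so no counting intervals were computed.

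The 142699 lines of the table were merged into 55487 genes, because each gene was repeated once per annotated transcript with identical values. For all 54349 genes compared, the number of repeats equalled the number of transcripts in GENCODE M21. A symbol shared with another gene was found for 234 genes, and 7553 genes were listed at exactly 0 in all 6 libraries. The versioned gene identifiers of 54435 genes (98.1%) and of 18194 tested genes (97%) matched GENCODE M21 on GRCm38, which supplied coordinates, biotypes, GC content and transcript length. No pair of libraries was identical.

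A count model had been planned before the data were examined, with a fallback for a table of rlog values. Since the table held no counts, the fallback was used: limma 3.58.1 (lmFit, and eBayes with a mean-variance trend) in R 4.3.3, on the values as deposited, over the 18766 genes with a mean of at least 3 over the 6 libraries. The model compared DM with WT without covariates, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The prior degrees of freedom were 5.82. A change is the difference of mean rlog values, and a change of at least 2-fold is an absolute log2 change of at least 1. Values were plotted with matplotlib 3.10.9.

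Genes named in the text were chosen by a rule fixed before the data were examined. They were the 6 largest rises and 6 largest falls among genes with a symbol, an adjusted p under 0.05, groups that did not overlap, and a mean of at least 6 in the group where the gene was higher. Mllt3 and up to 4 called members per gene list with the largest changes were added. Not every tested gene of the HoxA cluster is reported here. Other genes named are said to have been chosen after their values were seen. The 13 lists of haematopoietic, proliferation, signalling and elongation genes were also fixed beforehand, and covered stem and progenitor, MLL-fusion target, erythroid, megakaryocyte, neutrophil, monocyte and macrophage, mast cell and basophil, eosinophil, lymphoid, 7SK and elongation complex, immediate early, interferon response, and proliferation genes. The first 2 of these lists share 7 genes. Each list was tested with camera from limma (two-sided, preset correlation 0.01), with an estimated correlation and fry as alternatives. Distances between libraries were tested by exact permutation over the 10 splits of the 6 libraries into 3 and 3.

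The alternatives were no filter on the mean, a mean of at least 5, no mean-variance trend, quantile normalization, centring each library on its median, protein-coding genes only, a block for the replicate number, and each of the 6 libraries left out in turn. A correction for GC content and transcript length, by natural splines with 5 degrees of freedom each, was added after the data were seen, and covered 18187 tested genes (96.9%). The gene test was tested on simulated data with 200 of 18766 genes changed. It called 193 of them (96.5%), including 100% of the 124 changed by 1 or more on the log2 scale, and 15 unchanged genes. With no gene changed it made 0 calls, and 3% of 200 unshifted lists had a camera p under 0.05. The genes were simulated independently of each other and the lists drawn at random. This therefore does not give the error rate of camera for lists of correlated genes. Count-based alternatives that had been planned were left out, because they need counts.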

Results

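Total RNA was sequenced from 6 libraries of mouse bone marrow cells selected for Kit, a receptor carried by haematopoietic stem and progenitor cells. The cells had received a lentivirus carrying either wild type MLLT3 (WT, n = 3) or MLLT3 with the substitutions K63E and K67E (DM, n = 3). MLLT3 is a subunit of elongation complexes whose YEATS domain binds acylated histones, and the title of the series also describes it as a reader of the noncoding RNA 7SK. Sorted cells grew for 8 days in methylcellulose with cytokines and 200 nM 4-hydroxytamoxifen, added per the labels to delete the endogenous Mllt3 gene. The deposited values were regularized log (rlog) values on the log2 scale, which pull genes with low values toward their mean, so that the changes of such genes are understated. The depth of the libraries is unknown, since these values hold no counts. The labels put all 6 libraries in batch 1. After identical entries were merged, the table held 55487 genes with values from -1.97 to 21.88, and 18766 genes had a mean of at least 3 and were tested. The median over these genes lay between 8.03 and 8.11 in the 6 libraries. In every library the highest value belonged to CT010467.1, which took between 9.9% and 11.6% of the sum of all values taken back to the linear scale.

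Mllt3 (ENSMUSG00000028496.17; chromosome 4, 87769925 to 88033364, minus strand) was read first, because it is both the gene targeted for deletion and the gene supplied by the vector. These coordinates and all others given here are from GENCODE M21 on GRCm38, while the build used by the authors is not stated. The rlog values of Mllt3 were 12.87, 12.6 and 12.44 in WT replicates 1 to 3 and 12.44, 12.03 and 11.99 in DM replicates 1 to 3. The mean was 12.64 ± 0.216 (SD, n = 3) in WT and 12.16 ± 0.249 (SD, n = 3) in DM, a change of -0.48 on the log2 scale (SE 0.137, limma adjusted p 0.0448). The lowest WT value met the highest DM value. The change was -0.36 without WT replicate 1 (adjusted p 0.152), -0.5 without WT replicate 2 (0.0606), -0.42 without DM replicate 2 (0.15) and -0.4 without DM replicate 3 (0.161), so the call was lost in each of these fits. The values do not separate transcripts of the vector from those of the endogenous gene.

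The comparison of DM with WT asks what the substitutions in the YEATS domain change in the transcriptome of these cells once the endogenous gene is targeted for deletion. The mean Euclidean distance between libraries of different groups was 36.2, against 23.4 within WT and 19.8 within DM. The ratio of the mean distance between groups to that within groups was 1.68, and the real grouping had the highest ratio of the 10 splits of the 6 libraries (one-sided exact permutation p 0.1, the smallest that 3 against 3 allows). The ratio was 2.333 over the 500 most variable genes and 2.779 with 1 minus the Spearman correlation as the distance. The first principal component held 66% of the variance and placed the WT libraries at -16.4, -8.3 and -23.1 and the DM libraries at 15.5, 18.9 and 13.3. The second held 14.1% and set WT replicate 3 at -12.4, apart from the other WT libraries at 8.3 and 8.1.

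**Figure D1:**
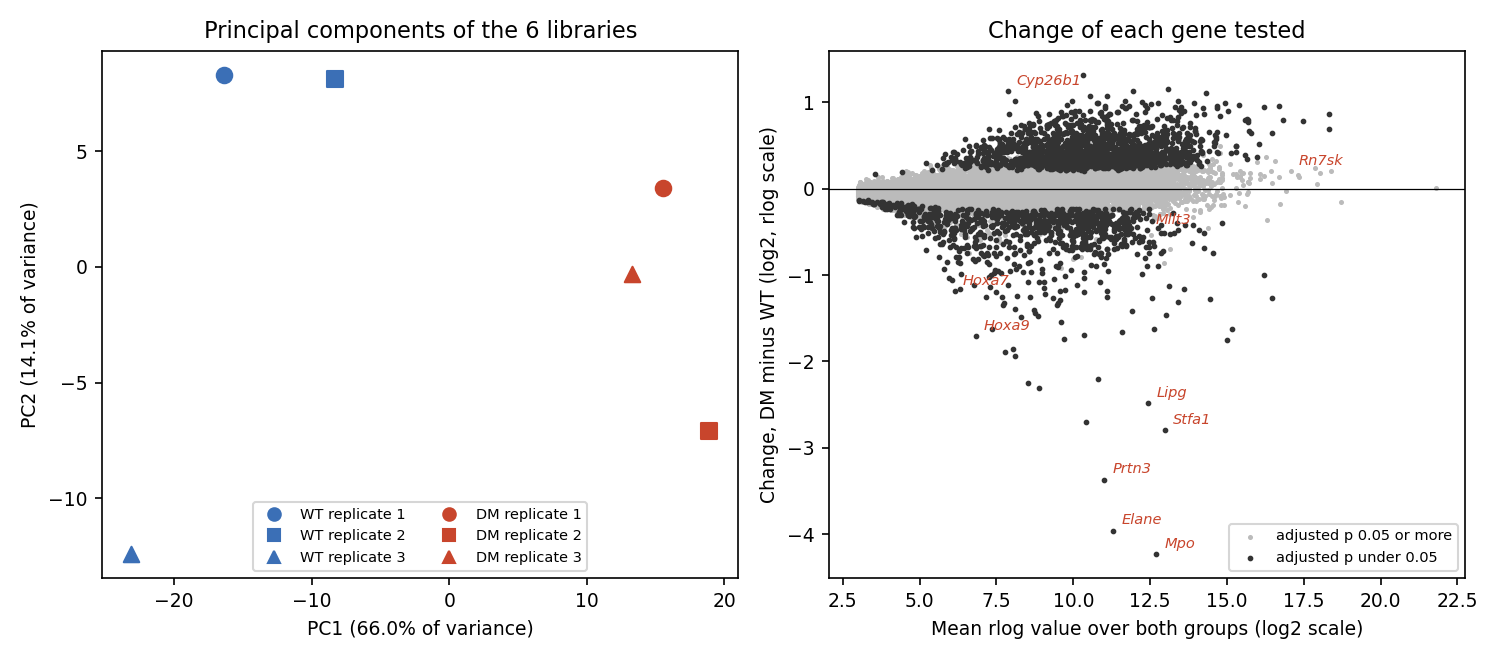
Left, the 6 libraries on the first and second principal components of the rlog values of 18766 genes, with the percent of variance on each axis, WT in blue, DM in red and a marker for each replicate number. Right, the change of each tested gene (DM minus WT, log2) against its mean rlog value, with genes called at an adjusted p under 0.05 in black, where the largest fall is -4.23 and the largest rise 1.32.

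With limma and Benjamini-Hochberg adjustment, 2611 of the 18766 genes (13.9%) differed between DM and WT at an adjusted p under 0.05, and 5415 had an unadjusted p under 0.05. Of the 2611 genes, 1727 (66.1%) were higher and 884 (33.9%) lower in DM. This split depended on the scaling: after quantile normalization across the libraries, 51.3% of 2654 called genes were higher. The groups did not overlap for 2597 of the 2611 genes, and for 6723 (35.8%) of all tested genes, where chance gives 10%. Most changes were small, since 1813 (69.4%) of the called genes changed by less than 0.5 on the log2 scale. A change of at least 2-fold was called for 81 genes, of which 12 were higher and 69 lower. The counts moved most with the libraries left out. The number of called genes was 1119 without DM replicate 2, 1185 without WT replicate 1 and 1537 without DM replicate 3. The number changed at least 2-fold was 136 without WT replicate 2, of which 71 were higher. The number higher by at least 2-fold also changed to 1 without WT replicate 3, 5 without DM replicate 2, 6 without WT replicate 1 and 36 without DM replicate 3.

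The 6 largest falls among genes that met the rule for named genes were in Mpo, Elane, Prtn3, Stfa1, Ms4a3 and Lipg. Mpo (ENSMUSG00000009350.13; chromosome 11, 87793581 to 87804413, plus strand), which encodes the myeloperoxidase of neutrophil granules, had a mean of 14.82 ± 0.643 (SD, n = 3) in WT and 10.59 ± 0.887 in DM, a change of -4.23 (SE 0.409, limma adjusted p 0.000444). Elane (ENSMUSG00000020125.7; chromosome 10, 79886247 to 79888215, plus strand), which encodes neutrophil elastase, went from 13.27 ± 0.516 to 9.31 ± 0.457, a change of -3.96 (SE 0.261, adjusted p 0.000118). Prtn3 (ENSMUSG00000057729.12; chromosome 10, 79874476 to 79883174, plus strand) went from 12.7 ± 0.425 to 9.33 ± 0.453, a change of -3.37 (SE 0.236, adjusted p 0.000118). Ms4a3 (ENSMUSG00000024681.11; chromosome 19) changed by -2.7 (SE 0.159, adjusted p 0.000102) and Lipg (ENSMUSG00000053846.5; chromosome 18) by -2.48 (SE 0.202, adjusted p 0.000164). Stfa1 (ENSMUSG00000071562.6; chromosome 16) changed by -2.8 (SE 0.266, adjusted p 0.000394), and this value is uncertain because the gene belongs to a family of near-identical copies. The annotation places Gm11505 on the strand opposite Mpo and Plppr3 on the strand opposite Prtn3, and the use of strand in the counting is not stated. Each of these 6 genes kept its call in all 14 alternatives applied to it.

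The 6 largest rises were smaller. Mcpt1 (ENSMUSG00000022227.5; chromosome 14), a mast cell protease from a multigene family, went from 9.66 ± 0.0757 (SD, n = 3) in WT to 10.98 ± 1.03 in DM, a change of 1.32 (SE 0.386, limma adjusted p 0.0491), but it lost its call in 10 of 14 alternatives, quantile normalization and centring on the median among them. Without DM replicate 2 the change of Mcpt1 was 0.81 (adjusted p 0.0793, against 0.00545 to 0.118 over all alternatives), and without DM replicate 3 it was 1.84. Fstl1 (ENSMUSG00000022816.11; chromosome 16) changed by 1.16 (SE 0.277, adjusted p 0.0225), Cyp26b1 (ENSMUSG00000063415.12; chromosome 6) by 1.13 (SE 0.21, adjusted p 0.00902) and Cd36 (ENSMUSG00000002944.15; chromosome 5) by 1.13 (SE 0.248, adjusted p 0.016). Wfdc17 (ENSMUSG00000069792.5; chromosome 11) changed by 1.11 (SE 0.227, adjusted p 0.0121) and Maoa (ENSMUSG00000025037.6; chromosome X) by 1.07 (SE 0.231, adjusted p 0.0153). Leaving out DM replicate 2 took Fstl1 to 0.98 (adjusted p 0.0815), Cd36 to 1 (0.0605) and Maoa to 0.95 (0.0575), none of them past the threshold any longer. Without WT replicate 1, Fstl1 (1.15, adjusted p 0.0626) and Cd36 (1.11, adjusted p 0.0502) also lost their calls, and Fstl1 did so without DM replicate 3 (1.24, adjusted p 0.0526). Cyp26b1 and Wfdc17 kept theirs in all 14 alternatives.

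**Figure D2:**
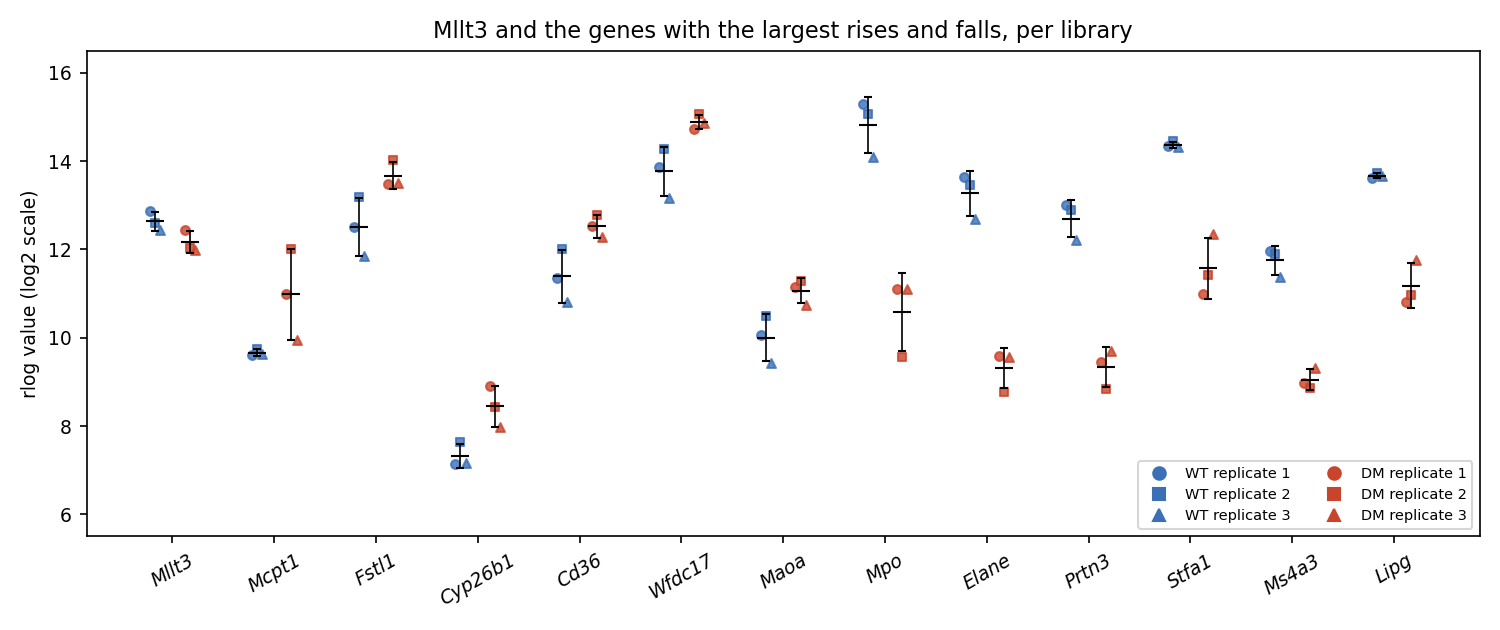
The rlog value (log2 scale) of Mllt3 and of the genes with the 6 largest rises and 6 largest falls, with a point per library, WT in blue, DM in red, and the mean and SD of each group of 3 in black. Mpo has a mean of 14.82 in WT and 10.59 in DM, while the 3 DM values of Mcpt1 spread from 9.94 to 12.01.

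The series title links MLLT3 to haematopoiesis, and 13 gene lists chosen before the data were examined were tested with camera at a preset correlation of 0.01. At an adjusted p under 0.05 over the 13 lists, 7 lists differed, 2 higher and 5 lower in DM. With the correlation between genes estimated from the data no list passed (1 had an unadjusted p under 0.05), and with fry 6 lists did. Camera also called 7 or more lists in 4 of the 10 splits of the 6 libraries, and the splits other than the real one called from 1 to 8 lists, so a camera call by itself did not set the real grouping apart. For the neutrophil, proliferation, monocyte and macrophage, and eosinophil lists, the real split alone had the smallest camera p of the 10. It alone also had the largest median for the neutrophil, proliferation, and monocyte and macrophage lists. The same held for the immediate early list, and for the MLL-fusion target and lymphoid lists, which were not past the threshold. For the eosinophil list 2 of the 10 splits had a median as large. Another split reached 0.2 in size there, against -0.17 in the real one.

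The neutrophil list had a median change of -1.13 (camera adjusted p 5.45e-13), with 19 of 20 genes lower. Over all genes tested, 15 members were called, all 15 lower, and 18 were called when adjusted over the list alone. Its mean level relative to the 6-library mean was 0.56, 0.8 and 0.72 in the WT libraries and -0.94, -0.77 and -0.37 in the DM libraries. Besides the genes named above, Fcnb changed by -2.31 (limma adjusted p 0.000118). The 1 member that rose was Mmp8 (0.5, adjusted p 0.0521, from 0.00916 to 0.224 over the alternatives), named after its values were seen. Mmp8 was among the 18 members called when adjusted over the list alone (limma adjusted p 0.00931), so these were not all lower. The eosinophil list had a median of -0.17 (camera adjusted p 0.00105), with 3 of 9 genes called over all genes tested and 4 when adjusted over the list alone. These were Epx (-1.46, limma adjusted p 0.000118), Prg3 (-1.29, 0.000118) and Prg2 (-1.16, 0.00381), the last 2 being neighbouring paralogs.

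The proliferation list had a median change of -0.42 (camera adjusted p 1.34e-14), and all 20 genes had a lower mean in DM. Of these, 17 were called over all genes tested and 18 when adjusted over the list alone. The largest changes were in Cdc20 (-0.66, limma adjusted p 0.00166), Plk1 (-0.61, 0.00159), Kif11 (-0.55, 0.00403) and Rrm2 (-0.55, 0.00364).

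The monocyte and macrophage list had a median change of 0.6 (camera adjusted p 0.000902). Over all genes tested 14 of 18 members were called, 12 higher and 2 lower, and 15 were called when adjusted over the list alone. Ctss (0.96, limma adjusted p 0.0115), Gpnmb (0.96, 0.012) and Cd68 (0.94, 0.00777) rose, while Ly6c2 (-1.13, 0.00361) fell. The other called member that fell was Ccr2 (-0.78, adjusted p 0.00975), named after its values were seen. The immediate early list had a median of 0.23 (camera adjusted p 0.0011), with 7 of 19 genes called over all genes tested, all 7 higher, and 9 when adjusted over the list alone. Egr2 (0.69, limma adjusted p 0.00377), Atf3 (0.67, 0.00484) and Dusp1 (0.41, 0.013) were the largest of these, followed by Fos (0.38, 0.0484). After quantile normalization the immediate early list had a median of 0.14 and a camera adjusted p of 0.0518, and fry gave 0.0535. Dusp1 lost its call without DM replicate 2 (0.37, adjusted p 0.0596) and without DM replicate 3 (0.39, 0.0537), and Fos did so in 9 of 14 alternatives.

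The other 2 lists past the threshold both lost their calls without the filter on the mean (stem and progenitor adjusted p 0.0995, erythroid 0.0698). The stem and progenitor list had a median of -0.06 (camera adjusted p 0.00675), with 8 of 22 genes called over all genes tested, 6 lower and 2 higher, and 10 when adjusted over the list alone. The median was -0.01 without DM replicate 3, -0.12 without WT replicate 2 and -0.16 without DM replicate 1. Besides genes of the HoxA cluster, its largest changes were in Procr (0.73, limma adjusted p 0.00705) and Myb (-0.65, 0.0127), and Myb lost its call without DM replicate 2 (-0.57, 0.0529) and without DM replicate 3 (-0.6, 0.0526). The erythroid list had a median of -0.22 (camera adjusted p 0.00156), and Nfe2 (-0.58, limma adjusted p 0.00361) was its 1 member of 22 called, over all genes tested as well as adjusted over the list alone. This list rested on WT replicate 3, without which the median was -0.04 (camera adjusted p 0.198). It was -0.11 without DM replicate 3 and -0.35 without WT replicate 2, and fry gave an adjusted p of 0.339.

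**Figure D3:**
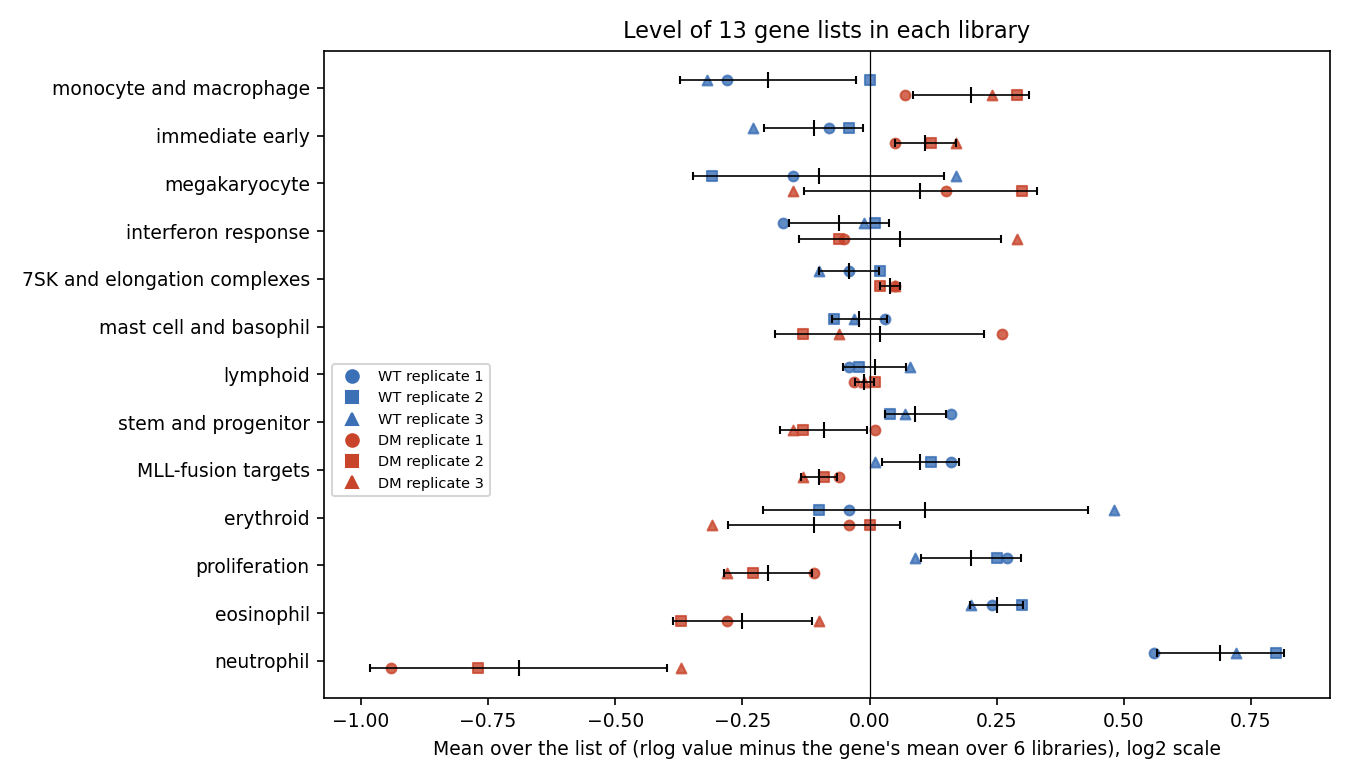
Level of each of the 13 gene lists in each library, as the mean over the list of the rlog value minus the gene's mean over the 6 libraries (log2 scale), with WT in blue, DM in red, a marker for each replicate number, and the mean and SD of each group of 3 in black. The neutrophil list lies from 0.56 to 0.8 in WT and from -0.94 to -0.37 in DM, while the erythroid list is spread by WT replicate 3 at 0.48.

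The remaining 6 lists were not past the threshold of camera. Without the filter on the mean, 5 of them were, with adjusted p values of 0.00187 for 7SK and elongation complexes, 0.000212 for interferon response, 0.00146 for megakaryocyte, 0.0115 for mast cell and basophil, and 0.0369 for lymphoid genes. The list of 7SK and elongation complexes, which asks whether the partners of MLLT3 and of 7SK changed with it, had a median of 0.05 over 25 genes (camera adjusted p 0.185), 0.09 without DM replicate 1 and -0.02 after quantile normalization. Over all genes tested, 4 members were called, all 4 higher, and 4 when adjusted over the list alone. These were Ell2 (0.36, limma adjusted p 0.0223), Mllt6 (0.35, 0.0114), Eaf1 (0.33, 0.0356) and Ell (0.26, 0.0427). Eaf1 and Ell each lost the call in 7 of 14 alternatives, quantile normalization among them. Ell2 lost it without WT replicate 1 (0.3, adjusted p 0.0996), without DM replicate 2 (0.33, 0.09) and without DM replicate 3 (0.35, 0.0773), and Mllt6 without WT replicate 1 (0.3, 0.0608). The 7SK gene itself, Rn7sk (ENSMUSG00000065037.1), singled out after its values were seen, had values of 17, 17.05 and 16.87 in WT and 17.06, 17.11 and 17.36 in DM. Its change was 0.2 (SE 0.121, adjusted p 0.289), and it ran from 0.26 without DM replicate 1 to 0.03 after quantile normalization (adjusted p 0.832), with 0.11 without DM replicate 3. Copies of 7SK elsewhere in the genome make this value uncertain.

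The megakaryocyte list had a median of 0.18 (camera adjusted p 0.0949), and 2 of 18 members were called, Gp1ba (0.55, limma adjusted p 0.017) and Vwf (0.54, 0.00667). The list median was 0.32 without WT replicate 3 (camera adjusted p 0.00255) and 0.27 without DM replicate 3 (0.00368), both past the threshold, and 0.08 without WT replicate 2 or without DM replicate 2. Gp1ba lost its call without DM replicate 2 (0.53, adjusted p 0.0625) and after quantile normalization (0.45, 0.0611). The interferon response list had a median of 0.09 (camera adjusted p 0.0949) and 1 of 18 members called, Bst2 (0.37, limma adjusted p 0.00997). Its median was 0.14 without WT replicate 3 (camera adjusted p 0.0219), 0.18 without DM replicate 1 (0.011) and 0.19 without DM replicate 2 (0.0123), all past the threshold, and 0.03 without WT replicate 1 and 0.04 without DM replicate 3. The lymphoid list had a median of -0.1 over 8 genes (camera adjusted p 0.0949), -0.04 without WT replicate 3, and 2 members called, Il7r (0.79, limma adjusted p 0.0094) and Cd79b (-0.27, 0.0166). Cd79b lost its call without DM replicate 1 (-0.27, adjusted p 0.0515) and without DM replicate 2 (-0.26, 0.0637). In each of these 3 lists the same number of members was called when adjusted over the list alone.

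The mast cell and basophil list had a median of 0.1 (camera adjusted p 0.358), with 4 of 16 members called over all genes tested and 4 when adjusted over the list alone. The median was 0.22 without WT replicate 1, 0.19 without DM replicate 2, 0.03 without WT replicate 2 or 3, and -0.04 without DM replicate 1, and it was -0.11 after quantile normalization. Its called members were Hdc (-0.62, limma adjusted p 0.0457), Mitf (0.52, 0.00293), Slc6a4 (0.5, 0.0386) and Hpgds (0.47, 0.0113). Hdc lost its call in 7 of 14 alternatives and Slc6a4 in 6, with Slc6a4 at 0.33 (adjusted p 0.0891) and Hdc at -0.43 (0.139) without DM replicate 2. The list of MLL-fusion targets, genes that leukaemic fusions of the MLL protein keep active, had a median of 0.11 over 15 genes (camera adjusted p 0.208). Of these, 5 were called lower and 2 higher over all genes tested, and 11 when adjusted over the list alone. Camera and fry both gave its direction as lower, and fry put it past the threshold (adjusted p 0.0492). Its median was 0.04 without WT replicate 3 or without DM replicate 2, 0.06 without DM replicate 1 or 3, and -0.01 after quantile normalization. Meis1, named after its values were seen, changed by -0.09 (adjusted p 0.626).

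The called members of the MLL-fusion list with the 2 largest falls, Hoxa9 and Hoxa7, lay in the HoxA cluster on chromosome 6, as did Hoxa10, while Myb (-0.65) on chromosome 10 fell by more than Hoxa10. Hoxa9 (ENSMUSG00000038227.15; 52223100 to 52231089, minus strand) had a mean of 7.68 ± 0.268 (SD, n = 3) in WT and 5.96 ± 0.104 in DM, a change of -1.71 (SE 0.123, limma adjusted p 0.000118). Hoxa7 (ENSMUSG00000038236.8; 52214491 to 52221854, minus strand) went from 6.74 ± 0.173 to 5.54 ± 0.026, a change of -1.19 (SE 0.0881, adjusted p 0.000118). Hoxa10 (ENSMUSG00000000938.11; 52231197 to 52240854, minus strand) went from 5.37 ± 0.0406 to 4.81 ± 0.046, a change of -0.55 (SE 0.0575, adjusted p 0.000687). The other called genes of the cluster, singled out after their values were seen, were Hoxa5 (-0.3, adjusted p 0.00636), Hoxa3 (-0.19, 0.0214), Hoxa6 (-0.16, 0.0201) and Hoxa4 (-0.15, 0.0311). After quantile normalization all 7 of these genes were lower and 4 were called. The number called was also 4 without WT replicate 1 and without each of the DM replicates in turn, and 5 after the correction for GC content and length. Hoxa9, Hoxa7, Hoxa10 and Hoxa5 kept their calls in all alternatives applied to them, while Hoxa4 lost its call in 10 of 13, Hoxa6 in 8 of 13 and Hoxa3 in 5 of 13. The annotation of Hoxa3 spans Hoxa4, Hoxa5 and Hoxa6, and Hoxaas3 lies on the strand opposite Hoxa7, so reads of these genes may be shared. Of the 28 genes listed in the HoxB, HoxC and HoxD clusters 3 were tested, all of them HoxB genes, and 0 were called: Hoxb4 (-0.04, adjusted p 0.816), Hoxb3 (-0.04, 0.705) and Hoxb2 (-0.1, 0.345). The tested genes that flank the HoxA cluster were Skap2 (0.2, adjusted p 0.154), Snx10 (0.46, 0.0146), Hibadh (0.13, 0.309) and Jazf1 (0.02, 0.905). Snx10 lost its call without WT replicate 1 (0.43, adjusted p 0.0608) and without DM replicate 2 (0.38, 0.0622).

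**Figure D4:**
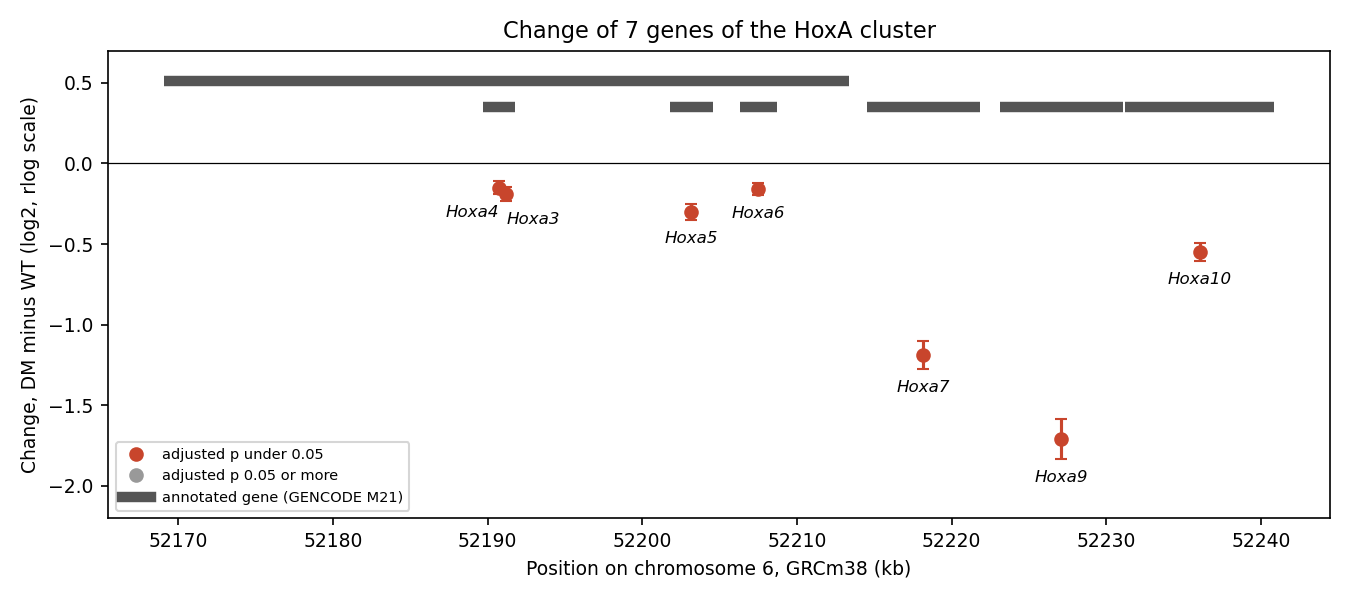
Change of 7 HoxA genes (DM minus WT, log2, with the SE as bars) at the midpoint of each gene on chromosome 6 (GRCm38, kb), with the annotated extent of each gene as a grey bar above 0, the bar of Hoxa3 drawn higher because it spans its neighbours. Hoxa9 at -1.71 and Hoxa7 at -1.19 lie lowest, and the falls of Hoxa3, Hoxa4 and Hoxa6 lose their calls after quantile normalization.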

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

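Of the 67 genes named besides Mllt3, 39 kept their direction and their side of the threshold in every alternative applied to them and 28 did not. Over these genes and alternatives, 93 calls were lost, 14 were gained and 12 changes reversed. The alternatives were applied to the HoxB and flanking genes, Hoxa4, Hoxa6, Ctsg, Mcm2, Tyms, Pcna and Xist only after their values were seen. All reversals were in genes near 0 that were past the threshold in no fit. Hoxb3 changed by 0.02 after quantile normalization. Hoxb4 ran from -0.14 without DM replicate 3 to 0.03 without DM replicate 1. Jazf1 changed by -0.06 without DM replicate 1, -0.02 without WT replicate 3, -0.03 after the correction for GC content and length and -0.01 after centring on the median. Pcna changed by -0.07 without WT replicate 3 and by 0.01, 0.02 and 0.03 without WT replicate 1, WT replicate 2 and DM replicate 3. Xist changed by -0.08 after quantile normalization, -0.06 without WT replicate 3, -0.05 without DM replicate 3 and 0.26 without DM replicate 2. The cause of these reversals was not tested. Among genes called both as deposited and under an alternative, 0 changed direction in any of the 14 alternatives. The number shared with the 2611 genes called as deposited was 2089 of 2654 after quantile normalization, 2474 of 2754 after centring on the median, 2478 of 2739 after the correction for GC content and length, 2524 of 2782 without the mean-variance trend, and 2397 of 2771 with protein-coding genes only. Raising the minimum mean to 5 gave 3018 genes, and removing the filter gave 1799, of which 1132 were higher. Without the filter 47934 genes were tested, and the cause of the lower count was not tested.

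Leaving out 1 library in turn gave from 1119 to 3475 called genes, from 598 to 2323 higher and from 5.2e2 (rounded) to 1152 lower. The number changed at least 2-fold ranged from 69 to 136 in these fits, and the number of these that were higher from 1 to 71. The number higher by at least 2-fold was 12 as deposited, 2 after quantile normalization, 6 after centring on the median and 7 after the correction for GC content and length. The causes of these differences were not tested. The number lower by at least 2-fold, 69 as deposited, stayed within 1.5 times in all 14 alternatives.

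Mllt3 changed by -0.48 under no filter (adjusted p 0.0651) and under no mean-variance trend (adjusted p 0.0542), past the threshold in neither, and from -0.62 to -0.36 with 1 library left out. Its adjusted p ran from 0.000949 to 0.161 over all alternatives. The cause of the losses was not tested. The ratio of distances ran from 1.563 to 1.893 with 1 library left out.

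The number of gene lists past the threshold fell from 7 to 0 when camera estimated the correlation between genes from the data, with 1 list at an unadjusted p under 0.05. The estimated correlations were above the preset of 0.01, up to 0.819 for the proliferation list. Whether they alone account for the fall was not tested. The eosinophil list, with an estimated correlation of only 0.125, also lost its call (camera adjusted p 0.373). Fry gave 6 lists, and the other alternatives gave from 6 to 10. The 10 came without a filter on the mean, where 5 lists gained a call and the stem and progenitor and erythroid lists lost theirs. The median of the 7SK and elongation list reversed to -0.02 after quantile normalization, and that of the mast cell and basophil list to -0.11. With 1 library left out, the mast cell and basophil median ran from -0.04 to 0.22 and the interferon response median from 0.03 to 0.19, and the direction given by camera for the interferon list reversed without DM replicate 3 (median 0.04). The median of the MLL-fusion list, 0.11, also changed sign to -0.01 after quantile normalization, with its camera direction lower in both. The cause was not tested for any of these lists. Among the other results for lists, 13 calls were lost, 7 of them with the estimated correlation, and 11 gained.

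The WT and DM libraries share replicate numbers. The correlation of their deviations from the group means was 0.49 for replicate 1, 0.12 for replicate 2 and 0.04 for replicate 3. Between libraries with different numbers it ran from -0.34 to 0.12, so the value for replicate 1 was the highest of all pairs. The main test took the libraries to share only a number, but a pairing by replicate is not excluded. With the replicate number as a block, 3742 genes were called, 2632 higher and 1110 lower, 2571 of them also called without the block. Mllt3 then had an adjusted p of 0.000949, and Mmp8 (0.5, adjusted p 0.00916), Mcm2 (-0.29, 0.00826) and Skap2 (0.2, 0.0252) passed the threshold, while Hoxa4 lost its call (-0.15, 0.0575). The block changed no other call among the named genes and lists.

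The planned count-based alternatives, which were other normalizations, other count tests and filters on counts, were not run because the table holds no counts. The depth of the libraries is unknown, which leaves the precision of the low values unknown, and the shrinkage of the rlog values limits the size of the changes that genes with low values can show.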

Other observations

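The tests of histone genes, of the stages of neutrophil genes, of dilution (the pooled lists included), of quantile normalization, and of the percent of higher or lower genes with libraries left out were chosen only after the results they address were seen.

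Of the 10 splits of the 6 libraries into 3 and 3, only 1, the real one, gave as many called genes as DM against WT, and the other splits gave 0 called genes, with from 50 to 883 at an unadjusted p under 0.05, against 5415 for DM against WT. For genes changed at least 2-fold, again 1 of the 10 splits gave as many. For gene lists, 4 of the 10 splits gave as many as 7. With 10 splits no share can be under 0.1, so the share of splits alone does not settle whether the grouping arose by chance. A difference in the sex of the donors is argued against by Xist, which changed by 0.08 (adjusted p 0.78), with Ddx3y, Uty and Eif2s3y listed at 0 and Kdm5d at -1.97 in all 6 libraries. The genotype of the vector, a difference in the level of Mllt3 between groups, and unrecorded differences in handling stay open and were not tested.

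More genes were called higher than lower in DM. An offset between libraries left by the authors' normalization and a bias with GC content or transcript length cannot be told apart from a real excess of rises. After centring on the median 60.8% of calls were still higher, and after the correction for GC content and length 61.2%. By the rule used, more than 55% counted against each as the cause. The correction for GC content and length was itself added after the data were seen. With libraries left out as well, the percent ran from 49.7% to 60.4% after centring and from 49.1% to 61% after the correction, so both labels were changed. A difference between the libraries' value distributions that depends on level is a candidate explanation, since after quantile normalization 51.3% of calls were higher. With libraries left out as well, this percent ran from 41.6% without WT replicate 1 to 51.7% without WT replicate 2. Most calls were lower also without WT replicate 3 (43.9% higher), DM replicate 2 (43.4%) and DM replicate 3 (48.2%), but not without DM replicate 1 (50.6%). Quantile normalization forces the distributions to be equal, so it would also remove a real excess of rises, and the values do not say which applies. The excess of higher calls also depended on the library left out. It was small at 51.9% without WT replicate 1, 53.4% without DM replicate 2 and 53.7% without WT replicate 3, but not at 66.8% without WT replicate 2, 64.9% without DM replicate 1 and 61.9% without DM replicate 3. The opposite excess among changes of at least 2-fold, of which 85.2% were lower, cannot be told apart from an effect of the shrinkage of genes with low values. Among genes with a mean of at least 9, where shrinkage is slight, 40 were lower and 10 higher, or 80% lower, against 93.5% among genes with a lower mean. By the rule set beforehand, at least 65% counted against shrinkage as the cause. With libraries left out, the percent lower among the genes with a mean of at least 9 ran from 35.9% without WT replicate 2 (66 higher and 37 lower) and 58.4% without DM replicate 3 to 100% without WT replicate 3, so this label was changed too. Among genes with a lower mean it stayed at 84.8% or more. Over all genes the excess of lower changes was not present without WT replicate 2, where 71 were higher and 65 lower, and without DM replicate 3 there were 36 higher and 79 lower.

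The lower proliferation genes are consistent with a smaller share of cells in S phase at harvest. Replication-dependent histone genes, which are outside the list, had a median change of -0.52, with 58 of 62 lower, 50 called lower and 0 called higher (fry p 0.00266). Their median was -0.63 after quantile normalization, -0.56 after centring on the median and -0.49 after the correction for GC content and length. Not all S-phase genes of the list were called as deposited. Its 3 members that were not called, named after their values were seen, were Mcm2 (-0.29, limma adjusted p 0.0652), Tyms (-0.16, 0.258) and Pcna (-0.01, 0.923), while the largest falls were in the mitotic genes Cdc20 (-0.66) and Plk1 (-0.61). Mcm2 was called in 8 of 14 alternatives, quantile normalization among them (-0.39, adjusted p 0.0104), and Tyms and Pcna in 0. A fall of other phases of the cycle thus stays open. The correction for GC content and length left the proliferation list at -0.46, which argues against such a bias as the cause. A lower share of dividing cells and a lower output per dividing cell cannot be separated here, and the substitutions as the reason remain an untested hypothesis.

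The neutrophil genes did not fall by the same amount. The 4 genes of azurophil granules, which are made early in the lineage, fell by 3.05 on average and 12 later genes by 0.82, so that the difference between the sets changed by -2.23 (1 of the 10 splits as large, exact permutation p 0.1, the smallest possible). The azurophil set holds Mpo, Elane and Prtn3, the largest falls among the named genes, and was chosen after they were seen. Transcripts of the later genes in other cells of the culture would also lessen their fall. The difference therefore does not decide whether there were fewer granulocytic cells of unchanged composition. The azurophil genes did not move together either, since Ctsg changed by -0.63 (a call lost in 4 of 14 alternatives) while Mpo changed by -4.23, Elane by -3.96 and Prtn3 by -3.37. Mmp8, a later gene, rose by 0.5. Fewer granulocytic cells, a different mix of maturation stages, and lower transcription of Mpo, Elane and Prtn3 in each cell all stay open. The last 2 of these were not tested.

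The rise of monocyte and macrophage genes was not removed by the correction for GC content and length (median 0.56), which argues against that bias. Whether the rise could come from dilution, as the share of granulocytic transcripts falls, cannot be told apart from a rise of its own. The mean of the monocyte and macrophage list minus that of the mast cell and basophil list changed by 0.35, but the groups overlapped and 2 of the 10 splits gave a difference as large. Minus the megakaryocyte list it changed by 0.2, with 4 of the 10 splits as large. Against the 64 tested genes of the erythroid, megakaryocyte, mast cell and basophil, and lymphoid lists pooled, which changed by -0.01, it changed by 0.41, but the groups again overlapped and 2 of the 10 splits were as large. The groups did separate against the erythroid list (0.62) and the lymphoid list (0.41), each in 1 of the 10 splits. The first of these lists rests on WT replicate 3, and the second holds 8 tested genes with a mean rlog value of only 4.7. Within the list, 2 genes linked to inflammatory monocytes, Ly6c2 and Ccr2, went the other way.

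The falls of Hoxa9 and Hoxa7 were set against wider changes. A change of the chromosomal region is argued against by the flanking genes, with a median change of 0.16, which stayed above 0 after quantile normalization (0.07), centring (0.13) and the correction for GC content and length (0.12). A fall of HOX genes of all 4 clusters is argued against by Hoxb2, Hoxb3 and Hoxb4, the tested genes of the HoxB cluster, of which 0 of 3 were called lower (0 at an unadjusted p under 0.05). No gene of the HoxC or HoxD cluster was high enough to test, so nothing is said of those. A fall across the whole HoxA cluster cannot be told apart from a fall of Hoxa5, Hoxa7, Hoxa9 and Hoxa10 alone. Hoxa3, Hoxa4 and Hoxa6, or 3 further genes, were called lower, and after quantile normalization 0 of them were, with 2 at an unadjusted p under 0.05. Their low values, shrunken by the transform, and the overlap of Hoxa3 with its neighbours keep this open. The lymphoid list, with a mean rlog value of 4.7, had a median change of -0.1, with 7 of 8 tested genes lower and 1 higher. Small falls of genes with low values were thus not limited to the HoxA cluster. An effect of the substitutions on the cluster is a hypothesis that these data leave open beside a loss of cells that express it.

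Since MLLT3 acts in transcription elongation, an effect that grows with gene length was tested. The Spearman correlation across genes between log2 change and genomic length was 0.072, and 5 of the 10 splits gave one as large, up to 0.177. Genes are not independent replicates. By the rule set beforehand a value this small counted against the effect. Since it lies within the spread of the splits, it forbids nothing, and the label was changed after the result was seen. An effect of this size cannot be told apart from differences between libraries, and the test does not decide.

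The monocyte and macrophage level of WT replicate 2 was 0, against -0.28 and -0.32 in WT replicates 1 and 3, and the neutrophil level of that library, 0.8, was the highest of the 6. The mast cell and basophil level was highest in DM replicate 1, at 0.26. That list also had the highest mean rlog value of the 13 lists, 13.7.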
